A study of Mus musculus with 7 samples. Its data were reported in "Fast Myosin Binding Protein‐C Is a Vital Regulator in Young and Aged Fast Skeletal Muscle Homeostasis" (2025).

How the data were processed

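Tibialis anterior (TA), a fast-twitch muscle of the lower hind leg, was taken from male mice aged 5 to 6 months. The sample titles give this age, as does the study's results text, whereas its methods and a supplementary legend start the range at 3 months. The animals were wild-type (WT) FVBN mice or mice in which *Mybpc2* had been disrupted (C2-/-). This gene encodes fMyBP-C, the form of myosin-binding protein C found in fast skeletal fibres. In the knockout allele, a neomycin-resistance cassette between LoxP sites takes the place of exons 2 to 22. Messenger RNA was selected on oligo(dT) beads, fragmented and converted to cDNA, and the libraries were sequenced as DNA nanoballs. The sample titles gave the group and the replicate number of each library, with 4 WT and 3 C2-/- libraries. The series' design text gives 4 animals per group, whereas the study's own description of this experiment gives 4 WT and 3 C2-/- animals, the numbers analysed here.

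The authors removed low-quality and adaptor-containing reads, aligned the rest to GRCm38.p6 with HISAT and counted them per gene with featureCounts. The authors then scaled the libraries with edgeR's TMM factors (trimmed mean of M values) and deposited log2 values, 1 column per library, for 12239 genes. Counts per gene were not among the files used here. A second table deposited by the authors held their limma/voom comparison of C2-/- with WT, with a log2 fold change, a p-value and an adjusted p-value per gene, and limma's moderated t and log-odds as scores. The filter that reduced the genes to 12239, the treatment of multiply mapped reads and the use of strand in counting were not stated.

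Each deposited log2 value equalled the log2 of a whole number plus 0.5, divided by the effective library size and multiplied by 1e6. The whole numbers were recovered as reads per gene. In each library 100.0% of the values came out whole, with a largest departure of 2.2e-08 reads over the 7 libraries. The reads in the table summed to between 2613277 and 15464499 per library. A gene with 3 reads stood at 0.195 to 1.12 CPM (reads per 1e6 reads), depending on the library. Such a floor covers counting error only, because PCR copies without molecular identifiers are not independent molecules. A chi-square test of the recovered reads over genes gave at least 9.1 per degree of freedom for every pair of libraries, more than counting error alone gives. The test cannot tell repeat preparations of the same animal from different animals. All 7 were counted as separate samples by their titles.

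The main test was limma with a mean-variance trend (lmFit, then eBayes with trend) on the deposited log2 values as they stood, with genotype as the only term, all 7 libraries and a two-sided p. P-values were adjusted by the Benjamini-Hochberg method over the 12239 genes. A gene was past the threshold with an adjusted p under 0.05 and a fold change above 1.5 either way (0.585 on the log2 scale). Because 0.5 was added to each read count before the log, the log2 change of a gene with few reads depends on depth. A gene with 0 reads stood at -4.94 to -4.90 in WT replicates 1 to 3, -3.14 in WT replicate 4 and -3.27 to -2.42 in C2-/-. A fall to few reads is therefore understated, and a rise from few reads can be overstated. Where every library of a group had 3 reads or fewer, the change was also given as a lower bound against the highest floor of that group. The deposited values are on a log2 scale, so no test for counts was the main test. The authors' voom model was run on the recovered reads as an alternative.

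Gene sets were scored per library as the mean, over genes, of the log2 value minus the mean of that gene over the 7 libraries. The collagen set held the 31 genes with a collagen chain symbol and a mean log2 value of at least 0. The slow-fibre set held 8 analysed genes of 10 listed (*Myl2* and *Tnni1* were not analysed here), and the fast-fibre set held 12. Scores were compared by a two-sided exact permutation test over the 35 splits of 7 libraries into 4 and 3, for which the smallest possible p is 0.02857. The genes named in the text were 23 fixed-list genes (myosin-binding protein C paralogs, myosin heavy chains and genes the study discusses) plus those given by a rule. The rule took the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold whose C2-/- values all lay on one side of all WT values and whose mean log2 value in the higher group was at least 1. *Mybpc2* met both criteria. *Mybpc3* and *Myh13* were not analysed here.

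Gene positions were taken from the annotation of GRCm38, the build the authors used. GC content and length came from 1 transcript per gene, the longest protein-coding one where there was one, and were matched for 12175 genes (99.5%), 357 of them through an older symbol. For the GC correction, a natural spline with 5 degrees of freedom on GC content was fitted to the log2 values of each library and replaced by the mean curve of the 7 libraries.

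The groups, the test, the threshold, the gene lists, the naming rule and most alternatives were fixed before the data were examined. These alternatives were eBayes without the trend, robust eBayes, library quality weights, quantile normalization, median centring, a pseudocount of 1, filters at a mean log2 value of 1 or 3, other thresholds, other set scores, the replicate number as a block, and leaving out each library in turn. The GC and length corrections, the replicate block with GC correction, the GC correction with a mean log2 value of at least 3, voom weights on the recovered reads and thinning of reads to the smallest library (10 draws) were added after the data were seen. So was the comparison of WT replicate 4 on the genes past the threshold without it. The replicate numbers came from the sample titles, and WT replicate 4 had no C2-/- partner. The pathway databases used in the study were not used here.

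The fitting code was tested on simulated log2 values for 12175 genes, of which 200 were changed by 1.5 log2 units. It recovered 184 of them (92.0%) with 5 false calls, and made 0 calls when nothing was changed. A GC trend was then added to the simulated C2-/- libraries and, more weakly, to WT replicate 4. The code recovered 135 with 5786 false calls before the GC correction, and 183 with 16 false calls after it. The trend was linear in the same GC values that the correction uses. This test therefore checks the code, not whether the correction fits the trend in the real libraries. Analyses used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.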

Results

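The expression of 12239 genes was measured by RNA sequencing in TA muscle from 4 WT and 3 C2-/- male mice aged 5 to 6 months. Values are log2 CPM (reads of a gene per 1e6 reads of the library) after TMM scaling, given as mean ± SD, and log2 changes are C2-/- minus WT with the standard error (SE) of limma's model. The libraries differed in depth. The WT libraries held 14929214, 15464499, 15226132 and 4683853 reads in the table for replicates 1 to 4, and the C2-/- libraries held 2747651, 2613277 and 4917936 for replicates 1 to 3. The number of genes with 0 reads was 3, 2, 1 and 75 in the WT libraries and 247, 1030 and 404 in the C2-/- libraries. The 3 deepest libraries were therefore all WT, and WT replicate 4 was the only WT library in the depth range of the C2-/- libraries.

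**Figure D1:**
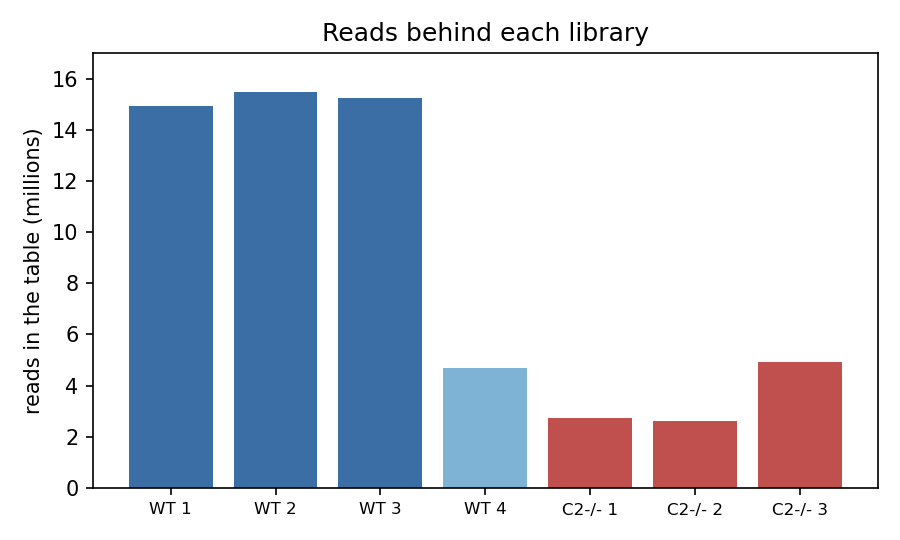
Reads in the deposited table (y axis, from 0, in units of 1e6 reads) for each of the 7 libraries (x axis), with WT replicates 1 to 3 in dark blue, WT replicate 4 in light blue and C2-/- in red. WT replicates 1 to 3 hold 14929214 to 15464499 reads and the other libraries 2613277 to 4917936.

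Pearson's r of the log2 values across genes was 0.984 to 0.988 among WT replicates 1 to 3. It was 0.917 to 0.930 between WT replicate 4 and these 3 libraries, 0.872 to 0.918 among the C2-/- libraries, 0.756 to 0.849 between WT replicates 1 to 3 and C2-/-, and 0.807 to 0.881 between WT replicate 4 and C2-/-. Genes are not independent replicates, so these values describe the libraries only.

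The targeted gene was examined first, in every library, as a check of the genotype labels. *Mybpc2* lies on the minus strand of chromosome 7 (GRCm38, 44501699 to 44524656), and its annotated transcript has 28 exons. The replaced exons 2 to 22 span positions 44506808 to 44522908 and hold 70.9% of the exonic bases. A processed transcript on the opposite strand, Gm44646 (44501689 to 44504266), overlaps the 3′ end of the gene outside the replaced exons, and it is unknown whether the counting used strand. *Mybpc2* had log2 values of 12.68, 12.85, 12.41 and 12.51 in WT replicates 1 to 4 (12.61 ± 0.19, SD, n = 4). The values in C2-/- replicates 1 to 3 were 1.16, 1.67 and -0.47 (0.79 ± 1.12, SD, n = 3), which correspond to 6, 8 and 3 reads. The log2 change was -11.82 (SE 0.41, limma adjusted p = 4.85e-07), and the alternative that moved it most, the GC and length correction, gave -10.73. Every library therefore carried the *Mybpc2* level of its label.

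The effect of fMyBP-C loss on the TA transcriptome was then examined across all genes. By limma, 5528 genes (45.2%) were past the threshold, of which 2473 were higher and 3055 lower in C2-/-. At an adjusted p under 0.05 with no fold-change minimum there were 5707 genes. The C2-/- values lay wholly above or below the WT values in 6029 genes (49.3%), where chance gives 5.7%. The median log2 change over all genes was -0.14. Centring each library on its median moved that value to 0.02 and gave 54.0% higher genes among those past the threshold, compared with 44.7% without centring. In the authors' deposited table, 6015 genes passed the same threshold, with 2771 higher and 3244 lower. Of these, 5439 were also past the threshold in the main test, and 0 had the opposite direction. The count moved most with a correction for GC content combined with a mean log2 value of at least 3, which gave 2230 genes.

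The fold changes followed the GC content of the transcripts. Across 12175 genes, Spearman's rho between log2 change and GC content was -0.68, and GC content accounted for 43.6% of the variance of the fold changes. In the decile of genes with the lowest GC content the median log2 change was 1.12, and 63.6% of the genes were past the threshold as higher in C2-/-. In the decile with the highest GC content it was -1.73, and 64.7% were past it as lower. GC content accounted for 35.6%, 33.6% and 37.8% of the variance of C2-/- replicates 1 to 3 relative to WT replicates 1 to 3, and for 9.5% in WT replicate 4. It accounted for 0.8% to 3.3% in each of WT replicates 1 to 3. After the GC correction 2508 genes were past the threshold, of which 1494 (59.6%) were higher and 1014 lower. Of these, 1687 were also past the threshold without correction, 1652 of them with the same direction.

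**Figure D2:**
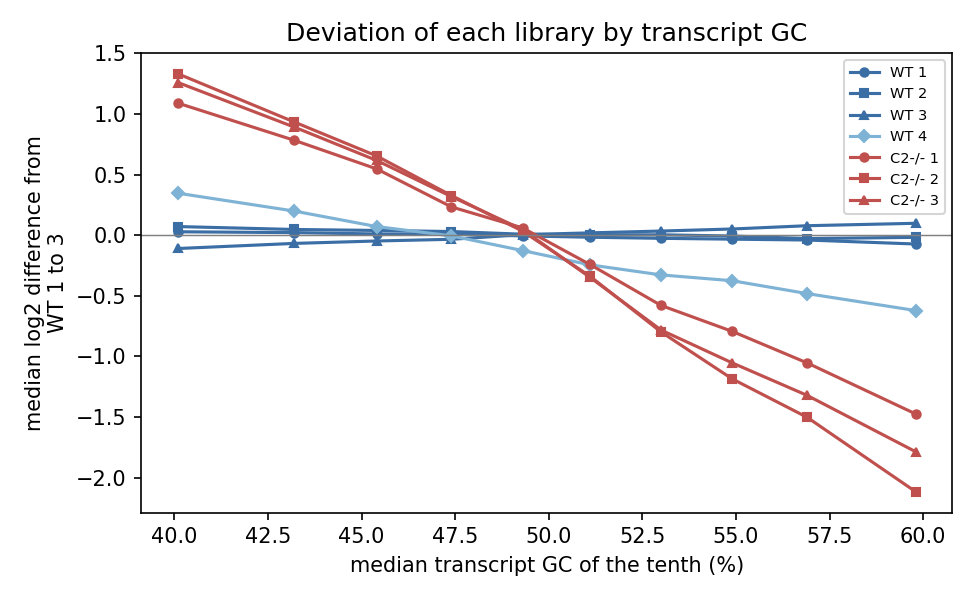
Median log2 difference from WT replicates 1 to 3 (y axis) in each decile of genes ordered by transcript GC content (x axis, median GC in percent), with 1 line per library (WT replicates 1 to 3 dark blue, WT replicate 4 light blue, C2-/- red; each of WT replicates 1 to 3 is compared with the other two). The C2-/- lines fall from 1.09 to 1.33 at low GC to between -1.48 and -2.12 at high GC, WT replicate 4 falls from 0.35 to -0.62, and WT replicates 1 to 3 stay between -0.11 and 0.10.

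The depth of the libraries was taken as a technical batch, with WT replicate 4 and the 3 C2-/- libraries in the shallow part. With 1 WT library in that part, no test within it was possible, and the deep part held no C2-/- library. WT replicate 4 was therefore compared on the 6136 genes that were past the threshold when it was left out of the fit. In 5694 of them (92.8%), the C2-/- mean differed from WT replicate 4 in the same direction as from WT replicates 1 to 3. The median absolute log2 difference of the C2-/- mean was 0.99 from WT replicate 4 and 1.46 from WT replicates 1 to 3. In 2024 of these genes, WT replicate 4 lay nearer to the C2-/- mean than to the mean of the other WT libraries. With GC-corrected values, 4729 of 6114 of these genes (77.3%) had the same direction, the medians were 0.56 and 0.70, and WT replicate 4 lay nearer to the C2-/- mean in 2579 (42.2%). The C2-/- mean entered both differences, and the genes were chosen for its distance from WT replicates 1 to 3, which favours agreement in direction. They were chosen on uncorrected values, so many may have had little difference left after the correction. A batch that follows depth could thus be told apart from genotype only through WT replicate 4.

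Of the 23 genes on the fixed list, 21 were analysed and 10 were past the threshold, and the same count of 10 was reached with the adjustment over the list alone. Among the MyBP-C paralogs, *Mybpc1*, the gene of slow skeletal MyBP-C, was 11.48 ± 0.44 in WT (SD, n = 4) and 10.77 ± 0.20 in C2-/- (SD, n = 3). Its log2 change was -0.70 (SE 0.25, limma adjusted p = 0.0406). WT replicate 4 (10.83) lay within the range of the C2-/- libraries, and the change was not past the threshold in 5 of the 7 fits that each left out 1 library, nor with quantile normalization (-0.58), median centring (-0.54) or eBayes without the trend.

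Among the myosin heavy chains, *Myh4* (type IIb) was 15.55 ± 0.24 in WT and 15.33 ± 0.12 in C2-/-, with a log2 change of -0.21 (SE 0.33, limma adjusted p = 0.613). *Myh1* (type IIx, log2 change -0.37) and *Myh2* (type IIa, -0.20) did not differ beyond the spread between replicates either. After the GC correction the changes of *Myh4*, *Myh1* and *Myh2* were 0.45, 0.24 and 0.60, and with quantile normalization that of *Myh4* was 0.22, still not past the threshold. The neonatal *Myh8* was lower in C2-/-, at 5.21 ± 1.12 in WT against 2.23 ± 0.35 (log2 change -2.97, SE 0.53, limma adjusted p = 0.00207). *Myh3* (0.92) and *Myh7* (-2.27) were not past the threshold. *Myh7* had 0 reads in all C2-/- libraries and in WT replicate 4, against 16 to 27 reads in the deeper WT libraries. Its mean WT level (0.721 CPM) was under the 3-read floor of the shallowest C2-/- library (1.12 CPM). Its call depended on the setting, since it was past the threshold with library quality weights (-3.10), with voom (-2.65) and without WT replicate 4 (-3.16).

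**Figure D3:**
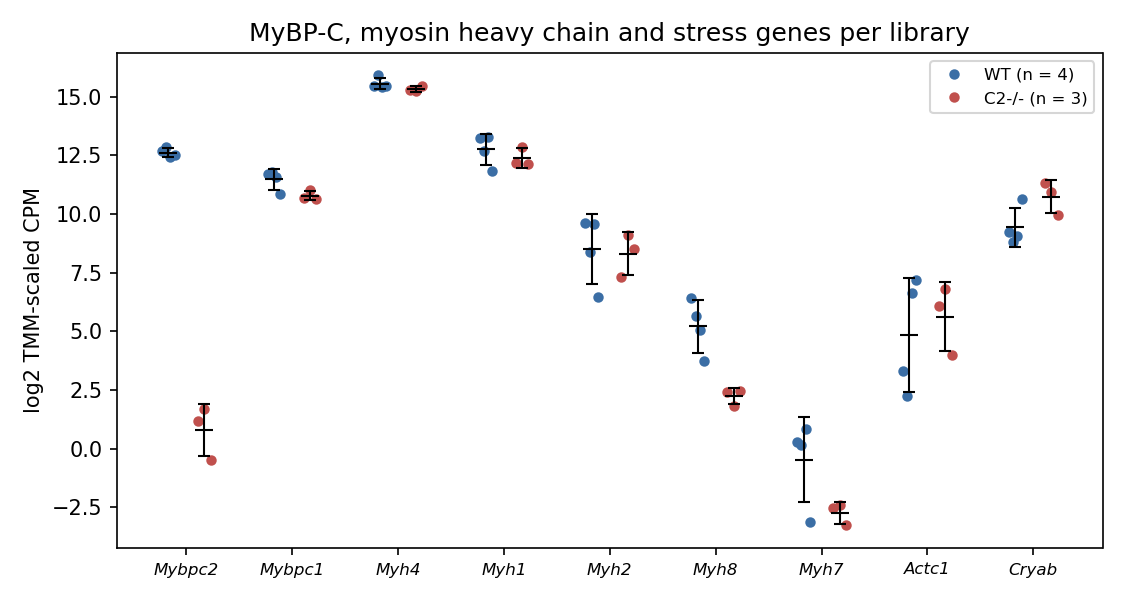
Log2 TMM-scaled CPM (y axis) of 9 fixed-list genes (x axis) in each WT (blue, n = 4) and C2-/- (red, n = 3) library, with points for libraries and bars for mean ± SD. *Mybpc2* falls from 12.61 to 0.79, *Myh4* stays near 15.55 and 15.33, and *Myh8* falls from 5.21 to 2.23.

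The list also held other genes that the study discusses, as transcripts or as proteins. *Apcdd1* had 0 reads in every C2-/- library against 17 to 64 reads in the WT libraries, a level at least 3.2-fold lower in C2-/- (log2 change -4.57, SE 0.64, limma adjusted p = 0.000704). *Phlda3*, *Atp13a2* and *Mylpf* fell by 2.08, 2.41 and 1.01 on the log2 scale, with adjusted p-values of 0.000406, 0.000301 and 0.0129 by limma. After the GC correction these became -0.16, -0.51 and -0.39 and were no longer past the threshold. *Tmem87a* fell by 1.04 (limma adjusted p = 0.00744) and the long noncoding RNA *2310015D24Rik* by 0.93 (limma adjusted p = 0.0198), and both stayed past the threshold after the GC correction. *Cryab* was higher in C2-/- (1.30, SE 0.44, limma adjusted p = 0.0338), with WT replicate 4 (10.65) within the C2-/- range of 9.96 to 11.30. *Cryab* was not past the threshold in 5 of the 7 fits that left out 1 library, and *2310015D24Rik* in 3 of them. *Actc1*, *Fam174b*, *Apold1*, *Myom1*, *Foxo1* and *Ankrd2* were not past the threshold, although *Fam174b* was with library quality weights (-2.65).

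By the naming rule, the largest rises were in *Gm14295* (log2 change 5.34), *Serpinc1* (5.06), *Gm15421* (4.66), *Gm14305* (4.51) and *B3galt2* (4.40). Their adjusted p-values by limma ranged from 0.00234 for *Serpinc1* to 0.00917 for *Gm15421*. *Serpinc1* had 0 to 3 reads in the WT libraries and 7 to 21 in the C2-/- libraries, which is at least 5.8-fold higher. *Gm14295* had 0, 1, 25 and 0 reads in WT replicates 1 to 4 against 11 to 33 in C2-/-, and *B3galt2* 0 to 11 against 15 to 40. The sizes of these 5 rises depended on the pseudocount. With a pseudocount of 1 the log2 changes were 2.469 (*Gm14295*), 2.139 (*Serpinc1*), 3.943 (*Gm15421*), 2.882 (*Gm14305*) and 2.501 (*B3galt2*), all still past the threshold. *Gm14295* and *Gm14305* are neighbouring genes on chromosome 2 (from 176798179 and from 176708353, GRCm38). Of the 50-base stretches in their annotated transcripts, 35.6% of those of *Gm14295* and 44.2% of those of *Gm14305* occur in both genes, and *Gm15421* is annotated as a processed pseudogene, so the assignment of reads to these 3 genes is uncertain. In *Gm15421*, WT replicate 4 (5.34) lay beside the C2-/- libraries (5.42 to 6.79) and apart from the other WT libraries (-0.42 to 0.38). Besides *Mybpc2*, the largest falls were in *Aldh16a1* (-5.13), *Nfkbil1* (-4.87), *Capn15* (-4.87) and *Jak3* (-4.77), with limma adjusted p-values from 0.000589 for *Nfkbil1* to 0.00177 for *Jak3*. Every C2-/- library had 3 reads or fewer for *Nfkbil1*, *Capn15* and *Jak3*, giving levels at least 3.9-fold, 5.6-fold and 6.9-fold lower. *Aldh16a1* lies on chromosome 7 from 45141833 to 45154536 (GRCm38), near *Mybpc2*. These genes were also past the threshold after the GC correction, but *Gm14295* and *Gm14305* were not with library quality weights.

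Collagen genes were examined as a set because the study discusses collagen gene sets in young and aged C2-/- muscle. The collagen score was 0.03 ± 0.14 in WT (SD, n = 4) and -0.04 ± 0.11 in C2-/- (SD, n = 3), a difference of -0.08 (exact permutation p = 0.4571). Among the 31 collagen genes, 8 were past the threshold as higher and 7 as lower. The higher genes included *Col1a1* (log2 change 1.45, limma adjusted p = 0.00636), *Col1a2* (1.94, limma adjusted p = 0.000539) and *Col3a1* (0.92, limma adjusted p = 0.0244), and the lower ones *Col11a2* (-2.99, limma adjusted p = 0.00817). These 4 were chosen after their values were seen. The direction of the set depended on the scaling, with differences of 0.25 after quantile normalization (exact permutation p = 0.1143) and 0.09 after median centring (exact permutation p = 0.4). After the GC correction the difference was 0.86, with 13 genes past the threshold as higher and 0 as lower. Its exact permutation p of 0.02857 was the smallest this design allows and was not adjusted over the 3 sets. The corrected score was 0.14 to 0.84 in the C2-/- libraries and -0.48 to -0.30 in the WT libraries, with WT replicate 4 at -0.30.

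A change from fast to slow fibre genes was examined with the other sets. The fast-fibre score was 0.35 ± 0.09 in WT (SD, n = 4) and -0.47 ± 0.32 in C2-/- (SD, n = 3). The difference was -0.83 (exact permutation p = 0.02857, the smallest this design allows, and 0.0857 after Benjamini-Hochberg adjustment over the 3 sets), with all 3 C2-/- libraries below all WT libraries. The camera test in limma, which sets the fast-fibre genes against all other genes, gave an adjusted p of 0.0151 over the 3 sets. It became -0.11 (exact permutation p = 0.6) after the GC correction. The slow-fibre score was 0.12 ± 1.42 in WT (SD, n = 4) and -0.16 ± 0.27 in C2-/- (SD, n = 3), a difference of -0.29 that was smaller than the spread between WT libraries (exact permutation p = 0.8286) and became 0.23 with quantile normalization and 0.19 after the GC correction. The adjusted p-values over the 3 sets were 0.686 for collagen and 0.8286 for slow-fibre genes. Against WT replicate 4 alone, the C2-/- mean differed by 0.10 in the collagen score, 1.56 in the slow-fibre score and -0.76 in the fast-fibre score, without a test.

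**Figure D4:**
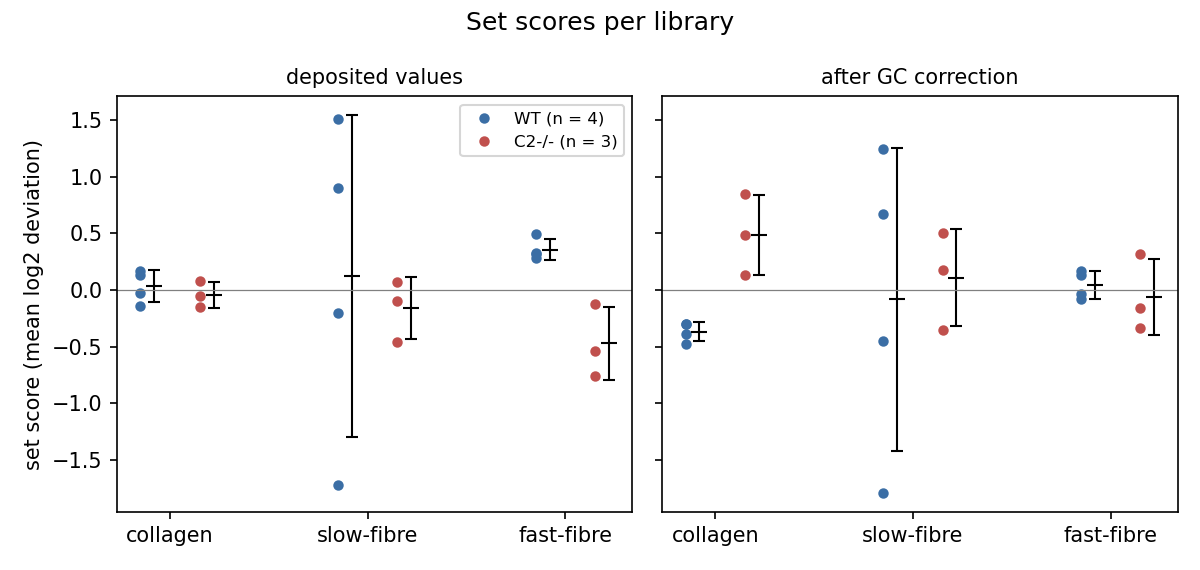
Set scores (y axis, mean log2 deviation from the mean of 7 libraries) of the collagen, slow-fibre and fast-fibre sets (x axis) for WT (blue, n = 4) and C2-/- (red, n = 3), as deposited (left) and after the GC correction (right), with points for libraries and bars for mean ± SD. The collagen difference goes from -0.08 to 0.86 and the fast-fibre difference from -0.83 to -0.11 with the correction, while the slow-fibre points overlap in both panels.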

Values the study reported

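The study reported 956 differentially expressed genes in single fibres of the extensor digitorum longus from young male C2-/- mice, 621 of them up and 335 down. In TA muscle of aged C2-/- mice it reported 310 such genes, with 226 up and 84 down. Between the young TA muscle analysed above and the aged TA muscle, it counted 45 genes upregulated and 14 downregulated in both.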

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

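In this part, the test of a mislabelled sample was chosen after the values were seen. A library was singled out where its gap to the nearest other WT library, divided by the WT range, was above Dixon's 95% critical value for 4 samples. The C2-/- group, with 3 libraries, was not tested. Of the 35 values tested, 7 were singled out, where chance alone gives about 1.8, and 5 of the 7 were WT replicate 4.

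WT replicate 4 held 4683853 reads in the table against 14929214 to 15464499 in the other WT libraries, and 75 genes at 0 reads against 1 to 3. It also lay below them in *Fam174b* (0.565 against 2.18 to 2.41) and *Aldh16a1* (3.093 against 3.62 to 3.73), and above them in *Gm15421* (5.344 against -0.42 to 0.38). Lower depth did not account for its distance from the other WT libraries. After the reads of every library were thinned to the smallest total, its mean Pearson's r with WT replicates 1 to 3 was 0.908, lower by 0.055 than their mean r with each other (0.963). GC content accounted for 9.5% of the variance of its difference from them. After the GC correction its mean r with them was 0.932, against 0.987 among them, so transcript GC content as corrected here did not account for most of the distance. A mislabelled knockout was ruled out as a reading, because its *Mybpc2* value was -0.13 relative to the mean of the other WT libraries. The library may have been prepared or sequenced differently from WT replicates 1 to 3, but the labels give no sequencing batch. Animal-to-animal variation was not tested, since all 4 libraries share 1 group.

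The remaining values singled out were the *Myh4* value of WT replicate 2 (15.899 against 15.40 to 15.45 in the others) and the *Apcdd1* value of WT replicate 3 (1.288, from 37 reads, against 1.94 to 2.07). A number this small is about what chance gives over 35 values. No technical or biological explanation was tested for them. Neither changes a call, since *Myh4* was not past the threshold and *Apcdd1* was past it in all 7 fits that left out 1 library, with log2 changes from -4.75 to -4.30.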

How the results depend on the processing

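The tests with GC content, gene length, voom weights and thinned reads were chosen after the data were seen. The *Mybpc2* change kept its direction and stayed past the threshold under all alternatives run, with values from -12.26 to -10.73.

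The count of genes past the threshold (5528) was within 1.5 times its value under 13 of 18 alternatives other than leaving out a library, from 4280 with a mean log2 value of at least 3 to 6354 with library quality weights. It ranged from 4095 to 6136 over the 7 fits that each left out 1 library, with 1896 to 2876 higher and 2193 to 3260 lower genes, and 7 to 11 fixed-list genes. The count fell further with an adjusted p under 0.01 (3216, with 1456 higher and 1760 lower, and 6 fixed-list genes). It also fell with the GC correction (2508, 1494 and 1014), the GC and length correction (2511, 1503 and 1008), and the GC correction with a mean log2 value of at least 3 (2230, 1133 and 1097, with 6 fixed-list genes). The falls with the GC corrections show that many calls follow GC content, not whether that trend is technical, since a genotype effect that follows GC content would be removed as well. For the stricter adjusted p, the cause is the threshold itself. The share of higher genes was 44.7% as deposited, 59.6% after the GC correction and 50.8% with the filter added, so the balance of directions rests on these choices.

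The replicate numbers belong to different animals. Deviations from the group means had a mean correlation of -0.04 for same-numbered libraries and 0.02 for others. WT replicate 4 has no partner, so the log2 changes with the block equal those without WT replicate 4 and are not a separate check. With the replicate number as a block, 5901 genes were past the threshold (2656 higher, 3245 lower). With the replicate block and GC correction there were 2915 (1797 higher, 1118 lower), and paired differences were 0.877 for collagen, -0.376 for slow-fibre and -0.064 for fast-fibre genes, against -0.133, -0.898 and -0.847 for the block alone.

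The collagen difference (-0.076) reversed with quantile normalization (0.254), median centring (0.085), a pseudocount of 1 (0.043), the median over genes (0.12), deviations divided by the SD (0.038), a mean log2 value of at least 3 (0.158) and fibrillar chains only (0.261), all without reaching p under 0.05. It also reversed with the GC correction (0.855) and the GC and length correction (0.892). Both had an exact permutation p of 0.02857, the smallest this design allows, not adjusted over the 3 sets. For the 10 fibrillar chains the GC-corrected difference was 1.306 (exact permutation p = 0.02857, likewise unadjusted). Of these chains, 5 were past the threshold as higher and 0 as lower after the correction, against 5 and 3 before it. For the whole collagen set, leaving out 1 library gave -0.135 to -0.021. The slow-fibre difference (-0.285) reversed with quantile normalization (0.227), the GC correction (0.193), the GC and length correction (0.091) and the median over genes (0.002), and ranged from -0.898 to 0.177 with 1 library left out. It was -0.001 without *Myh7*, which had 0 reads in WT replicate 4 and in all C2-/- libraries. Leaving out any other gene of the set gave -0.527 to -0.191. The fast-fibre difference had an unadjusted exact permutation p of 0.02857, and 0.0857 after adjustment over the 3 sets. The unadjusted p was 0.6 with the GC correction (-0.105) and 0.2 with the GC and length correction (-0.235). The planned camera test in limma, which compares the set with other genes, gave an adjusted p of 0.0151 over the 3 sets for a lower fast-fibre set. The difference ranged from -0.998 to -0.684 with 1 library left out. For these reversals, other than those under the GC corrections, the cause was not tested.

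Among the named genes, 20 other calls changed over these alternatives, 16 of them weaker and 4 stronger, and 14 more changed over the fits that left out 1 library (13 weaker, 1 stronger). Calls lost included *Mybpc1* with eBayes without the trend (limma adjusted p 0.0813), quantile normalization (0.0698) and median centring (0.0906), *Cryab* with eBayes without the trend (0.0786), *Gm14295* (limma adjusted p 0.0659) and *Gm14305* (0.0626) with library quality weights, and *B3galt2* (0.0929) with the replicate block and GC correction. The lowest adjusted p by limma over the alternatives was 0.0013 for *Gm14295*, 0.00175 for *Gm14305* and 0.000339 for *B3galt2*, and the values just given for these 3 genes were the highest. Over all alternatives, limma adjusted p-values ran from 0.000981 to 0.1131 for *Mybpc1* and from 1.476e-05 to 0.1318 for *Cryab*. *Fam174b* was past the threshold with quality weights (-2.653, limma adjusted p 0.0154, with values up to 0.5371 elsewhere). *Myh7* was past the threshold with quality weights, voom, the block and without WT replicate 4, with limma adjusted p-values over all its alternatives from 0.01089 to 0.679. Single genes that reversed were not past the threshold in either direction. With the GC correction and the GC and length correction these were *Myh1* (0.244 and 0.288), *Myh2* (0.599 and 0.643), *Myh4* (0.446 and 0.491) and *Ankrd2* (0.912 and 0.713). The replicate block with GC correction reversed *Myh4* (0.475), *Ankrd2* (0.344) and *Apold1* (-0.621). *Apold1* also reversed with the GC correction (-0.077), quality weights (-0.349), the block (-0.434) and voom (-0.003), *Myh3* with the block (-0.106) and *Myh4* with quantile normalization (0.216). With 1 library left out, ranges that crossed 0 were those of *Myh2* (-0.886 to 0.294), *Myh3* (-0.106 to 1.472), *Actc1* (-0.087 to 1.6), *Apold1* (-0.646 to 0.607) and *Ankrd2* (-1.253 to 0.009). The cause was not tested.

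Depth accounted for part of the genes at 0 reads in the WT libraries, which rose from between 1 and 75 to between 66 and 213 after thinning to the smallest total. Depth did not account for the excess in C2-/- replicates 2 and 3, which still held 1030 and 520 such genes. For C2-/- replicate 1 it accounted for most of the excess over WT replicate 4, which went from 247 against 75 to 260 against 213.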

Other observations

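In this part, the tests on the collagen genes, the slow and fast fibre genes, the sets matched on GC content and the genes that WT replicate 4 shares with C2-/- were chosen after the results were seen.

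The count here was 5528 genes past the threshold in TA muscle at 5 to 6 months. That is higher than the counts listed above among the values the study reported, none of which counts the genes that differ in this muscle at this age alone. The authors' deposited comparison of this muscle at this age held more, with 6015 genes past the same threshold.

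The number of genes past the threshold was weighed against several explanations. Other groupings of the libraries did not produce it. Among the 35 splits of the 7 libraries into 4 and 3, 1 split (the real one) gave as many genes, and likewise 1 of 35 as many higher genes, 1 of 35 as many lower genes and 1 of 35 as many fixed-list genes. Among the 8 splits that part the same-numbered pairs as the real one does, 1 gave as many genes, but 8 splits cannot give a share under 0.05. The split of WT replicates 1 to 3 from the other 4 libraries, which follows depth, gave 3503 genes (1485 after the GC correction). The other 33 splits gave 0, with up to 2194 genes at an unadjusted p under 0.05. GC content is a candidate cause of much of the count. Log2 changes followed it across genes with a rho of -0.68, the difference of WT replicate 4 from the other WT libraries followed it in the same direction (-0.36), and the correction left 2508 genes. Of these, 1687 were among the 5528 genes (1652 with the same direction) and 821 were not. The correction used the GC content of 1 transcript per gene, so a GC effect in the calls that stayed was not excluded. Gene length at fixed GC content had a partial rho of -0.06, and thinning to the smallest library left a median of 5159 genes over 10 draws (5094 to 5199), so neither length nor depth as such explained it. The share of reads in the 10 most abundant genes was 19.0% in C2-/- and 24.3% in WT, a difference of -5.3 percentage points. Such a shift would move all other genes alike, and the count was 5634 with median centring and 5643 with quantile normalization, so it did not produce the count.

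A library batch that WT replicate 4 shares with the C2-/- libraries also stays open. The deviation of WT replicate 4 from WT replicate 1 correlated across genes with that of the C2-/- mean from WT replicates 2 and 3 (Pearson's r 0.44, and 0.36 after the GC correction). In 49 genes, WT replicates 1 to 3 stood apart from the other 4 libraries by over 2 log2 units, 42 of them with the 4 libraries above. No split of the 33 that follow neither depth nor genotype gave more than 10 such genes, and the genotype split gave 159. An example chosen after its values were seen is *Ndufc1*, at 6.03 to 6.12 in WT replicates 1 to 3, 9.31 in WT replicate 4 and 9.70 to 9.92 in C2-/-. Of the 42 genes, 36 were past the threshold and 22 were past it after the GC correction. For such genes the genotype is unlikely to be the source of the difference, because a WT library carries it too. With WT replicate 4 as the only WT library in such a batch, how much of the count is due to genotype and how much to the batch was not separated.

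Collagen genes moved in both directions, and a GC effect on top of a rise may account for this. Across the 31 genes the log2 change fell with GC content (Spearman's rho -0.64, Pearson's r -0.65, permutation p = 0.0002). Compared with 10000 random sets of 31 genes matched on GC content and mean expression, the mean collagen change of -0.08 was above all of them (percentile 100), with a random median of -1.01 and a 95% range from -1.41 to -0.59. The mean of the 12 fast-fibre genes (-0.83) was at percentile 7.6 of its matched sets (-0.97 to 0.01), within the range of genes of the same GC and expression classes. Only 5 expression classes were used, so the matched genes may have been less abundant than fast-fibre genes such as *Myh4*. Matched sets also carry any genotype or batch effect that follows GC content, so the source of that range was not tested. Genes of a set are not independent, so these percentiles describe these libraries. The hypothesis is that collagen transcripts were higher in C2-/- muscle than the deposited values show, and that the lower fast-fibre score largely follows GC content. A batch effect on collagen cannot be excluded with 1 WT library in the shallow batch.

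Whether fibres switched from fast to slow types could not be decided from these sets. In the extensor digitorum longus, the study reported by staining fewer type IIb and more type I and IIa fibres. That is a different muscle and measure. Neither set held *Myh2*, so type IIa fibres had no heavy chain gene in the score. The slow-fibre score also varied widely among WT libraries (SD 1.42). The slow-fibre minus fast-fibre score was 0.54 higher in C2-/- (exact permutation p = 0.6), and 0.30 higher after the GC correction (exact permutation p = 0.8286).

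DNA of another strain carried along with the targeted allele could alter genes around *Mybpc2*. Within 5 Mb, 97 genes were compared with 11566 others. After the GC correction 19.6% of the near genes and 20.5% of the others were past the threshold (Fisher's exact odds ratio 0.94, p = 0.8999). Without the correction the odds ratio was 2.26 (Fisher's exact p = 0.0001252), so the apparent enrichment went away with the correction. The fall of *Aldh16a1* in this region was not tested separately.

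*Myl1*, a fast myosin light chain gene, had a log2 value of 15.23 in C2-/- replicate 3 against 12.02 and 12.08 in the other C2-/- libraries and 12.74 to 13.18 in WT. Among the 467 genes with a mean log2 value of at least 8, it was the only one in which that library stood more than 2 log2 units above the other C2-/- libraries. It was chosen after its values were seen, and no explanation was tested.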
